A study of Homo sapiens with 33 samples. Its data were reported in "Small-molecule-catalysed deamination enables transcriptome-wide profiling of N6-methyladenosine in RNA" (2025).

How the data were processed

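PolyA RNA of HEK293T cells, an established human embryonic kidney line, was treated by CAM-seq, a chemical deamination that turns adenosine into inosine and leaves N6-methyladenosine (m6A) in place. Inosine is read as G after reverse transcription, so an A in the reads marks an adenosine that was not converted. The labels describe 33 libraries, which pair 11 reverse transcriptases (Maxima, SSIII, SSIV, SSII, RevertAid, AMW, WarmStart, Bst2.0, MMLv, HIV and Marathon) with 3 proportions of dTTP to dCTP (1:1, 1:40, 1:400). Each condition had 1 library. Which culture each library came from was not given in the labels, so tests over enzymes measure the spread between enzymes. One table per library and one table for the whole series were used.

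The authors trimmed adapters with Cutadapt (quality 20, no N, at least 20 nt), took a 10-nt barcode from read 1 and aligned the reads to GRCh38 with HISAT2 in its base-conversion mode (versions not given in the sources used here). They removed reads with over 5% mismatched bases, with over 3 unconverted adenosines, or with over one in 3 adenosines unconverted. Whether reads with the same barcode were merged before counting was not given in the sources used here. The deposited tables hold, for each listed adenosine, the depth, which is its read coverage in whole reads, and the count of unconverted reads, neither of them normalised. The deposited p-value of each site equals the upper tail of a binomial distribution at an error rate of 0.01, as checked on every site of every table. All listed sites had a depth of at least 20 and a p-value under 0.001, so an adenosine that failed either limit is not in a table, and no level was assumed for it. The table of the whole series lists 342,642 sites and is called the combined map here. At the 1,993 sites that 20 or more libraries list, the library depths add up to a median of 98.2% of the depth in the combined map and never exceed it, so the combined map was read as the reads of all 33 libraries together. The table of WarmStart at 1:40 lists 0 sites.

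The level of a site was computed as unconverted reads over depth, in percent. Positions are 1-based on GRCh38, and the listed sequence context equalled the genome at 97.8% of the 342,491 sites on the main chromosomes. The tables name genes by Ensembl gene identifiers, and 25,730 of the 25,740 identifiers were given a symbol from GENCODE release 44. Sites with several genes (10,325) or none (26,835) were left out of counts per gene. Regions come from the canonical transcript of each gene, on whose exons 99.97% of the 305,482 single-gene sites lay. A motif is written with the listed adenosine in the middle. GAC and AAC served as the motifs of m6A, UAG as the negative control motif, and all motifs other than GAC and AAC are called off-motif.

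The library totals of sequenced reads were not given in the sources used here. The median depth at listed sites is therefore given for each group of libraries, and it cannot fall under 20. Shares have Wilson 95% intervals, which cover counting error only. Mean levels over sites or libraries are given with the SD.

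Choices listed here as fixed were made before the data were examined, and the alternatives added later are named in the closing section. The combined map was described by motif shares, by the mean level of GGACU and CGACU sites (permutation test, 100000 resamples, two-sided) and by the window from -20 to +180 nt around the stop codon. In that window, the share of GAC trinucleotides listed was compared with the rest of the transcript per gene, over genes with at least 5 listed GAC sites (sign-flip permutation test over genes, two-sided). Level and depth were correlated over genes with at least 3 listed GAC or AAC sites. Sites and genes are not replicates in these tests. Gene lists were compared with 10000 random lists of the same size matched on decile of depth. These fixed lists held the m6A writer complex, other adenosine methyltransferases, m6A demethylases, m6A readers, SAM synthesis, the CCR4-NOT deadenylase, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, mitochondrially encoded mRNAs, replication-dependent histones, immediate-early and stress transcription factors, cell cycle, chromatin regulators, glycolysis, chaperones and translation factors, cytoskeleton, long noncoding RNAs, markers of other tissues and genes named ZNF with a number.

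For the ratio of dTTP to dCTP, the enzyme paired the libraries, since every enzyme was run at every ratio. Enzymes entered where 2 libraries shared at least 200 GAC sites (levels) or held at least 1000 sites each (off-motif calls). The median difference per enzyme was tested over enzymes by an exact sign-flip permutation test, two-sided, with Benjamini-Hochberg adjustment over the contrasts (levels) or over the contrasts and measures together (off-motif calls). Per gene, unconverted and converted reads were summed over the sites listed in all libraries of the 6 enzymes with at least 5000 sites at every ratio, and log2((unconverted + 0.5)/(converted + 0.5)) was fitted with limma, with the ratio as factor and the enzyme as block. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) were called. Lists were tested with camera (preset correlation of 0.01, and estimated) and fry. The fit was tested on simulated data for 1:40 against 1:1 with 2,094 genes, where it recovered 79% of the genes changed by 1 on the log2 scale and 14% of those changed by 0.5, and called 0.264% of the unchanged genes. These rates hold for the simulated noise alone and can differ in the real data. RevertAid at 1:40 was compared with the other libraries by median differences over shared GAC and AAC sites, and site by site with RevertAid at 1:1 and Maxima at 1:40 by Fisher's exact test on the reads, which compares libraries and not conditions.

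Genes and sites are named by a fixed rule. It takes the 3 members of each list with the most listed sites, the 10 genes with the most sites of level 10% or more, the 5 GAC sites and 5 off-motif sites of highest level at a depth of 500 or more, up to 10 genes per direction past the threshold at 1:40 against 1:1 (there were 0), and METTL3, FTO, ALKBH5, YTHDF2, MALAT1, ACTB, MYC, JUN, MAT2A, GAPDH and RPL3. Genes named outside this rule were chosen after their values were seen, and these include all genes named for 1:400 other than MAT2A and the members already taken by a list. The alternatives changed the depth, level and p limits, the motif, the boundary of the highest level, the matching of random lists, the pseudocount (0.1 and 2), the read minimum per gene, the scale, the centring of libraries, the trend, the block, and left out each enzyme in turn. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Single values of some genes are not reported here.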

Results

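CAM-seq read the level of unconverted adenosine, which stands for N6-methyladenosine (m6A), in polyA RNA of HEK293T cells. The 33 libraries combined 11 reverse transcriptases with 3 ratios of dTTP to dCTP, and each condition had 1 library and no replicate. The question was which enzyme and which ratio kept the signal at m6A motifs while lowering calls at other adenosines. The combined map listed 342,642 sites in 24,303 genes with a median depth of 154 reads (interquartile range 61 to 408) and a median level of 13.9%. Levels were above 5% at 281,705 sites, above 10% at 208,714, above 50% at 51,423 and above 90% at 3,791. Protein-coding genes held 77.3% of the sites, lncRNA genes 6.81% and processed pseudogenes 3.60%, and 7.83% lay in no gene.

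RevertAid at 1:40 listed the most sites, 79,492 at a median depth of 53, and SSIII at 1:40 followed with 79,296 at a median depth of 50. At 1:1, the 6 enzymes Maxima, SSIII, SSIV, SSII, RevertAid and MMLv listed 40,042.5 ± 8,314 sites (mean ± SD over enzymes, range 26,700 to 48,826) at median depths of 44 to 49. RevertAid listed the fewest of these 6 enzymes at 1:400, with 5,746 sites against 18,804 to 42,997. Bst2.0 listed 24,237 sites at 1:1 but 27 at 1:40 and 1 at 1:400, and WarmStart listed 3,027, 0 and 1. AMW listed 4,819, 379 and 23 sites, HIV 127, 271 and 464, and Marathon 428, 420 and 204. Median depths of the 6 enzymes were 40 to 53 at 1:40 and 39 to 45 at 1:400, and those of the other 5, where over 20 sites were listed, 30 to 40. The libraries together listed 157,840 sites, of which 116,984 were also in the combined map. A further 225,658 sites passed the limits in the combined map alone and 40,856 in libraries alone. The number of listed sites depends on sequencing depth, which was not given for whole libraries, so these counts do not rank the enzymes.

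**Figure D1:**
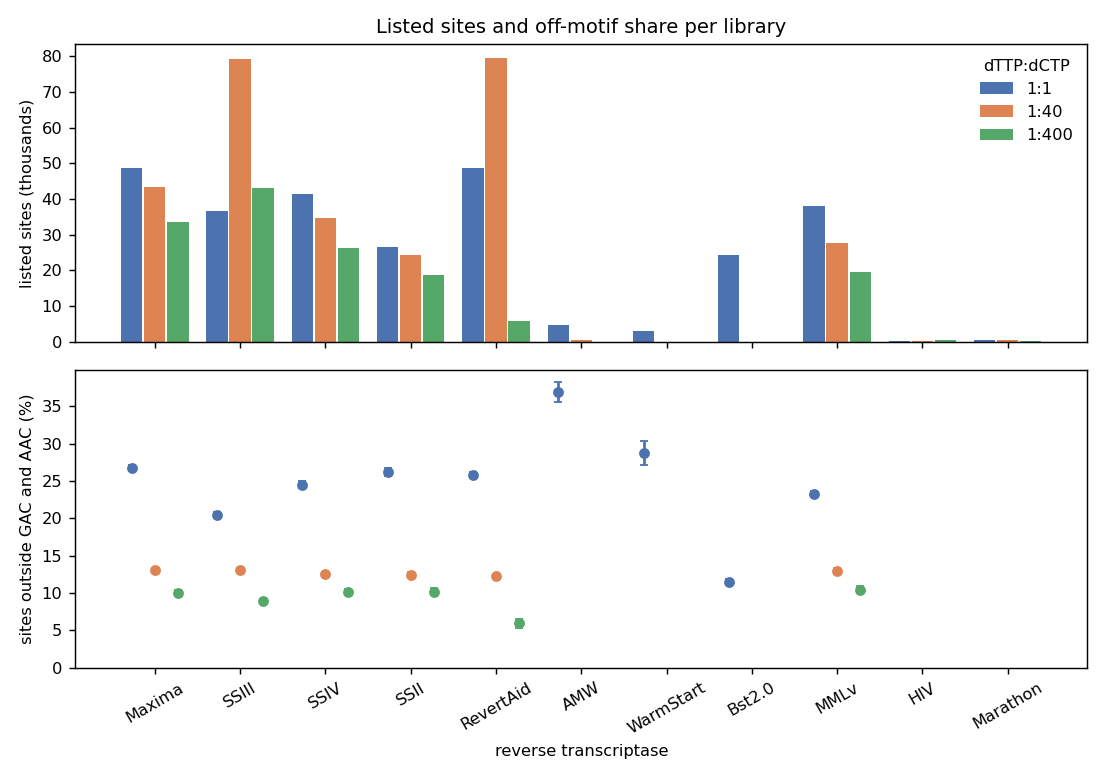
Sites listed per library (upper panel) and the percent of them outside GAC and AAC (lower panel, libraries with at least 1000 sites, Wilson 95% intervals), by enzyme and dTTP:dCTP ratio. RevertAid and SSIII at 1:40 list 79,492 and 79,296 sites, and the off-motif share of the 6 larger enzymes is highest at 1:1.

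GAC was the leading motif of the combined map, with 179,819 sites or 52.5% (interval 52.3 to 52.6%) at a mean level of 28.1% ± 24.8 (SD over sites). AAC followed with 101,669 sites or 29.7% (29.5 to 29.8%) at 22.3% ± 22.1. The motifs that differ from these by 1 base were rarer and lower. The most frequent of them were UAC with 15,679 sites at 14.7% ± 15.9, GAU with 13,926 at 13.6% ± 14.1, CAC with 7,514 at 10.9% ± 12.0 and AAU with 5,490 at 9.82% ± 11.9. AAA, GAA, AAG and GAG had 5,395, 3,674, 3,156 and 2,777 sites at mean levels of 7.67 to 9.21%. UAG, the negative control, had 269 sites or 0.0785% (0.0697 to 0.0885%) at 13.3% ± 13.3, which is 1.5 UAG sites per 1000 GAC sites. Weighted by unconverted reads, GAC made up 60.5% and AAC 29.2% of the signal. These intervals cover counting error only.

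The bases around GAC went with large differences in level. GGACU sites had a mean level of 38.2% ± 28.4 (35,694 sites) and CGACU sites 15.1% ± 14.3 (2,139 sites), a difference of 23.1 percentage points. The base 2 before the adenosine went from G (32.7% ± 26.3, 90,678 sites) over A (25.0% ± 23.0) and U (21.9% ± 21.4) to C (13.9% ± 13.7, 2,616 sites). The base 2 after it went from U (32.2% ± 26.7) over A (26.4% ± 23.6) and G (23.7% ± 21.1) to C (21.5% ± 20.0). The difference between GGACU and CGACU gave p = 1e-05 in a permutation test over sites, the smallest that 100000 resamples can give. Sites are not replicates, so the test describes this map.

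Along mRNAs, GAC sites were dense just around the stop codon. Of 140,296 GAC sites on coding transcripts, 47.8% lay in the 3′ UTR, 48.5% in the coding sequence and 3.70% in the 5′ UTR, against 38.6%, 55.8% and 5.63% of all GAC trinucleotides of these transcripts. The window from -20 to +180 nt of the stop codon held 12.4% of the sites and 4.92% of the trinucleotides. Levels were 34.3% ± 27.6 in the window and 27.2% ± 24.7 outside it. Pooled over the 8,396 genes with at least 5 listed GAC sites, 61.1% of the GAC trinucleotides in the window were listed (15,178 of 24,849) against 22.9% outside. The listed share was higher in the window in 6,698 of 8,396 genes (79.8%), by a mean of 36.3 percentage points (SE 0.403; sign-flip permutation test over genes, p = 1e-05, the smallest it can give). Genes are not replicates, and a GAC with too few reads counts as not listed.

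**Figure D2:**
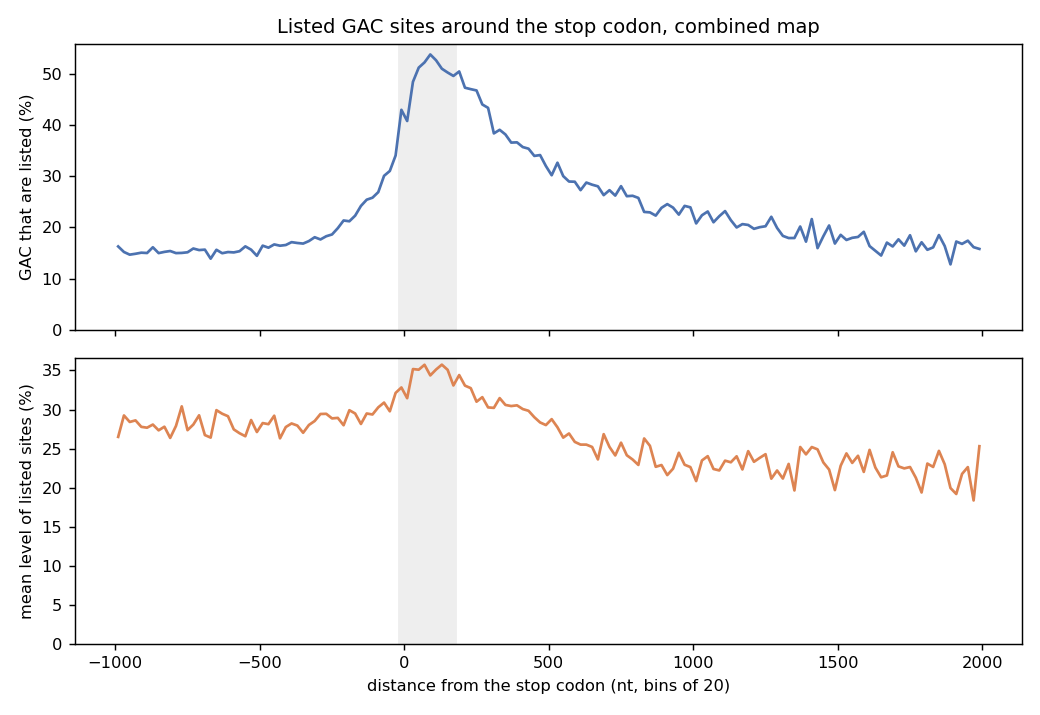
Percent of GAC trinucleotides listed in the combined map, in bins of 20 nt by distance from the stop codon in nt, with the window of -20 to +180 nt shaded. The listed percent reaches its maximum of 53.7% in the bin that starts at 80 nt.

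Some sites were unconverted in nearly all reads. Among sites of depth 500 or more, the GAC site of highest level was in the 3′ UTR of STC2 (ENSG00000113739), which encodes a secreted glycoprotein hormone, at position 173317789 of chromosome 5, with 98.1% of 7,756 reads (interval 97.7 to 98.4%). Close to it were HNRNPA0, an RNA-binding protein (98.1% of 988 reads, coding sequence, chromosome 5, position 137753963), XBP1, a transcription factor of the unfolded protein response (98.0% of 4,267, coding sequence, chromosome 22, position 28795293), and B4GAT1, a glycosyltransferase (97.8% of 778, 3′ UTR, chromosome 11, position 66345927). Among off-motif sites of this depth, a GGAUU site in ACTG1P1, a processed pseudogene of the cytoskeletal actin gene ACTG1, was highest at 96.1% of 1,810 reads (chromosome 3, position 139494282). A GGAUU site in another pseudogene of this gene, ACTG1P3, had 94.4% of 604 reads. A GCACU site in the coding sequence of DYNC1H1, the dynein heavy chain, had 95.6% of 1,166 reads and a GGAUU site in the 3′ UTR of ARAF, a RAF kinase, 94.4% of 628. An AUACU site at position 100431280 of chromosome 7, which the table gives to 2 genes, had 94.1% of 511 reads.

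Transcripts of the m6A writers and readers had more listed sites than random genes of like depth. Random lists were matched on depth and not on transcript length, so percentiles of sites, here and for the lists below, can also reflect length. The 8 members of the writer complex had a median of 45 listed sites and a median of their mean levels of 25.8%, at percentiles 99.96 and 99.2 of random lists of like depth. RBM15B, which recruits the complex to RNA, had 96 sites and reached 91.2%, RBM15 had 68 sites at a mean of 35.3% ± 26.7 (SD over sites), and VIRMA, the scaffold, had 65 sites and reached 85.9%. METTL3, the catalytic subunit, had 13 sites and reached 57.7% (15 of 26 reads, interval 38.9 to 74.5%). The 8 readers had a median of 28.5 sites (percentile 98.0) and a mean level of 16.4% (percentile 67.9), and YTHDF1, YTHDF2 and YTHDF3, which bind m6A in the cytosol, reached 92.3%, 95.9% and 95.2% with 51, 54 and 62 sites. The demethylases ALKBH5 and FTO had 30 and 17 sites with mean levels of 21.1% ± 16.6 and 19.1% ± 13.9 and highest levels of 61.2% and 52.2%. Among other adenosine methyltransferases (median 24.0%, percentile 88.1, and 15 sites, percentile 75.1), METTL4, METTL16 and TRMT6 had 25, 37 and 15 sites and reached 91.7%, 87.2% and 66.5%. With sites under a level of 10% left out, the writer complex stood at percentile 76.9 of mean level and the readers at percentile 87.1 of sites, which ended both calls.

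Genes of transcription control and chromatin lay above random genes of like depth in both sites and level, without matching on transcript length. The 27 immediate-early and stress transcription factors had a median of 24 sites (percentile 100) and a mean level of 25.3% (percentile 99.98). In this list, SOX4 had 89 sites and reached 94.6%, JUN had 80 and reached 96.8% in its 3′ UTR (3843 of 3969 reads, chromosome 1, position 58781797), and MYC had 46 sites at a mean of 25.3% ± 32.6 and a 3′ UTR site at 98.5% (3535 of 3590 reads, chromosome 8, position 127741016). The 38 chromatin regulators had a median of 53.5 sites and 25.4% (both percentile 100), led by the histone H3 lysine methyltransferases KMT2D with 171 sites, KMT2A with 164 and KMT2C with 142, which reached 91.4%, 88.0% and 82.2%. Of 477 ZNF genes, which encode zinc finger proteins, 443 were listed, with a median of 24 sites and 29.8% (both percentile 100). ZNF292, ZNF445 and ZNF778 had 132, 122 and 115 sites and reached 92.3%, 94.8% and 98.2%.

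Levels were low in ribosomal protein genes and in genes of oxidative phosphorylation. The 78 listed genes of 79 for cytosolic ribosomal proteins had a median mean level of 3.91% (percentile 0) at a median of 13 sites (percentile 99.5), and RPS6, RPL3 and RPL13 reached 8.04%, 16.0% and 59.8%. RPL4 reached 76.7% at a UAAAG site of 86 reads. With sites under a level of 10% left out, 38 ribosomal protein genes remained with a median of 2 sites each, at percentile 0.615. The 67 nuclear genes of oxidative phosphorylation had a median of 4 sites (percentile 0.165) and 4.83% (percentile 0), and their largest numbers of sites were in NDUFA10 (40 sites, highest 88.9%), UQCRFS1 (22, 94.6%) and ATP5F1B (15, 6.41%). Mitochondrially encoded mRNAs were listed for 12 of 13 genes with a median of 1.35% (percentile 0), and MT-CO1, MT-ATP8 and MT-ND5 reached 4.11%, 1.49% and 2.64%. Such levels lie near the error rate of 0.01 and are listed only at high depth (median 4,986 at mitochondrial sites). Over the 6 larger enzymes, listed mitochondrial sites of all kinds went from a mean of 1,007 at 1:1 to 33.8 at 1:40 and 7.67 at 1:400. The low levels in these mRNAs are therefore not evidence of m6A. The 17 glycolysis genes had a median of 6.92% (percentile 10.3). GAPDH, with 13 sites, reached 3.73%, and the most sites were in HK2 (28 sites, highest 75.9%), PKM (27, 28.9%) and GPI (20, 10.3%).

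The remaining lists lay within the range of random genes of like depth in level. Cell cycle genes had a median of 13.3% (39 genes, percentile 88.4), and MKI67, a proliferation marker, had 232 sites and reached 89.1%, E2F3, a transcription factor of cell cycle entry, 94.9% and MDM2, which degrades p53, 86.9%. Chaperones and translation factors had a median of 34 sites (27 listed of 29, percentile 100) at 8.79% (percentile 74.6), with EEF2 at 79 sites and up to 80.7%, EIF3A at 79 and 81.2%, and the endoplasmic reticulum chaperone HSPA5 at 68 and 95.1%. The 15 cytoskeleton genes had a median of 23 sites (percentile 99.9) at 7.74% (percentile 60.2), with TUBB, FLNA and TUBB4B reaching 83.2%, 72.5% and 82.0%, and ACTB had 23 sites and reached 68.1% (6617 of 9719 reads). At level 10% or more, chaperones and cytoskeleton stood at percentiles 82.9 and 51.9 of sites, which ended both calls. Long noncoding RNAs had a median of 17.4% (13 listed of 14, percentile 92.5), and TUG1 had 178 sites reaching 93.5%, MALAT1 97 reaching 90.6% (6795 of 7501 reads, chromosome 11, position 65500338) and NORAD 80 reaching 96.4% at an AAACA site. The CCR4-NOT deadenylase, which removes polyA tails, had a median of 16.6% (11 genes, percentile 82.4), with CNOT6, CNOT11 and CNOT1 reaching 83.9%, 59.4% and 68.5%. SAM synthesis, which makes the methyl donor, had a median of 15.8% (6 genes, percentile 79.6), and MTR and MAT2A reached 86.3% and 85.3%. Replication-dependent histones, whose mRNAs mostly lack polyA tails, were listed for 16 of 49 genes, with a median of 1 site and 25.9% (percentile 88.1, but 0.08 with GAC sites alone, 7 genes), and H2BC21, H2AC18 and H2BC5 reached 47.3%, 37.1% and 14.6%. Of 14 markers of other tissues, 4 were listed, among them COL1A1 with 9 sites and GFAP and PECAM1 with 2 each. With random lists not matched on depth, the lists for cell cycle, chaperones and cytoskeleton turned to percentiles 2.23, 0 and 0.07 of level.

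Very long transcripts led the counts of sites. AHNAK, a giant scaffold protein, had 302 sites, of which 201 were at 10% or more, and mean level was 26.8% ± 23.2 (SD over sites). ONECUT2, a transcription factor, had 214 sites, ALMS1 206 and the cadherins FAT1, FAT4 and FAT3 204, 148 and 127. The proteoglycan VCAN had 176 sites. The highest level of ONECUT2 was 98.2% (160 of 163 reads). The study divided genes by their highest level, and 10,242 of 24,303 genes (42.1%, interval 41.5 to 42.8%) had a site above 50%. Mean level per gene fell with depth over 14,869 genes (Spearman rho -0.540, Pearson r -0.557, permutation p = 1e-05 for each, adjusted 1e-05 as one pair, the smallest possible). With sites of level 20% or more and depth 50 or more, the correlation turned to rho 0.0792 and r 0.0533 over 7,746 genes (permutation p = 1e-05 for each). Genes are not replicates, and a low level can be listed only at high depth.

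Levels at GAC sites were lower with more dCTP in all 6 enzymes compared (Maxima, SSIII, SSIV, SSII, RevertAid and MMLv). From 1:1 to 1:40, the median change over shared GAC sites was -1.09 percentage points ± 0.993 (SD, n = 6 enzymes), and from 1:1 to 1:400 it was -4.79 ± 4.97. RevertAid changed by -13.8 points from 1:1 to 1:400, with median levels of 37.7% and 19.1% at 3,592 shared sites, and SSIII by -7.57 points, while MMLv, SSII, Maxima and SSIV changed by -2.20, -1.92, -1.74 and -1.52. From 1:1 to 1:40, RevertAid changed by -2.74 and SSIII by -1.90, and the other 4 by -0.378 to -0.755. From 1:40 to 1:400, the mean was -3.53 ± 3.91. For all 3 contrasts, 6 of 6 enzymes were lower (exact sign-flip permutation test, two-sided, p = 0.03125, the smallest that 6 pairs can give, adjusted p = 0.03125). At sites of level 50% or more in the combined map, the change from 1:1 to 1:40 was -0.939 points, lower in 5 of 6 enzymes (exact p = 0.0625). Without RevertAid, the means of the contrasts with 1:400 came to -2.99 and -2.07, with an exact p of 0.0625, the smallest for 5 pairs.

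**Figure D3:**
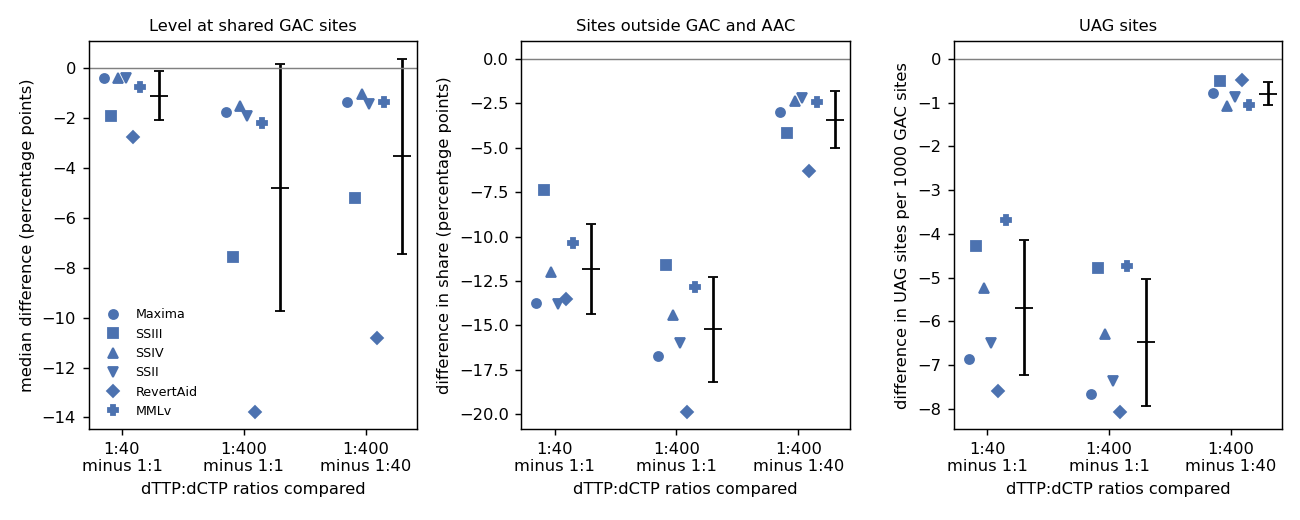
Change in the median level at shared GAC sites and in off-motif calls with the dTTP:dCTP ratio, 1 point per enzyme, black bars mean ± SD over 6 enzymes. All 6 enzymes lie below 0 in every contrast, and RevertAid changes most in level between 1:1 and 1:400, by -13.8 percentage points.

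Off-motif calls made up a smaller share of listed sites with more dCTP in all 6 enzymes. Their number rose in SSIII, from 7,508 at 1:1 to 10,334 at 1:40, while its GAC sites rose from 18,800 to 44,973. UAG sites went from 184 to 21 and 0 in RevertAid, from 178 to 22 and 2 in Maxima and from 92 to 28 and 3 in SSIII at 1:1, 1:40 and 1:400. The difference in UAG sites per 1000 GAC sites was -5.69 ± 1.54 (SD, n = 6 enzymes) from 1:1 to 1:40, -6.48 ± 1.46 from 1:1 to 1:400 and -0.792 ± 0.258 from 1:40 to 1:400. For the share of sites outside GAC and AAC it was -11.8 ± 2.54, -15.2 ± 2.96 and -3.42 ± 1.60 percentage points in the same order, and RevertAid went from 25.8% to 12.2% and 5.92%. Outside these 6 enzymes, Bst2.0 at 1:1 had an off-motif share of 11.4% (interval 11.0 to 11.8%) and 0.491 UAG sites per 1000 GAC sites, against 20.4 to 26.7% and 4.89 to 8.07 in the 6 at 1:1 (1 library each, not tested). AMW and WarmStart at 1:1 had shares of 36.9% and 28.7% and 19.7 and 14.0 UAG sites per 1000 GAC sites. Of the off-motif sites listed at 1:1, 61.4 to 78.9% per enzyme were not listed at 1:40, with median levels of 5.49 to 7.04%, against 11.2 to 36.6% of the GAC and AAC sites. All 6 contrasts and measures were lower in 6 of 6 enzymes (exact sign-flip permutation test, two-sided, p = 0.03125, adjusted p = 0.03125 over the 6). At sites of level 20% or more, the UAG differences shrank to -0.154, -0.187 and -0.0329 per 1000 GAC sites with exact p of 0.0625, 0.0625 and 0.5, and those of the off-motif share to -0.375, -1.53 and -1.16 percentage points (6 of 6 enzymes lower, exact p = 0.03125 for each).

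Per gene, levels fell at 1:400 for 293 of 2,094 genes, and at 1:40 against 1:1 0 genes passed the test. Of 4,147 sites listed in all 18 libraries of the 6 enzymes, the fit used the 3,923 in 1 gene. Of these 3,923 sites, 68.0% were GAC sites, and 1,301 genes had 1 site. Median levels over genes were 41.6% at 1:1, 40.3% at 1:40 and 33.7% at 1:400. At 1:400 against 1:1, 0 genes rose, 209 of the 293 were lower in 6 of 6 enzymes, and the median log2 odds over all genes changed by -0.51. MAT2A (ENSG00000168906), which makes S-adenosylmethionine, fell most, from 82.1% ± 1.72 (SD, n = 6 libraries) over 75.9% to 49.3% ± 5.02 at its 5 shared sites (log2 odds -2.23, SE 0.21, limma adjusted p = 2.87e-06). CYREN, a regulator of DNA repair, fell by 1.72 on this scale, RAD23B, a nucleotide excision repair protein, by 1.69, and MT-TC, the mitochondrial cysteine tRNA, by 1.53 (79.9% ± 2.65 to 57.7% ± 15.2, adjusted p = 0.0091). Relative to the shift of each library's median, MAT2A (-1.72, adjusted p = 9.39e-05) and MT-TC (-1.01, adjusted p = 0.00839) were the 2 genes that fell. At 1:400 against 1:40, MAT2A was the 1 gene that fell (-1.70, adjusted p = 0.000205). At 1:40 against 1:1 the smallest limma adjusted p was 0.947, 52 genes had an unadjusted p under 0.05, and the median log2 odds changed by -0.08. The residual variance of a gene was shared by the 3 ratios, and the falls at 1:400 differed between enzymes. Without RevertAid 112 genes had an unadjusted limma p under 0.05 at 1:40 against 1:1, and without RevertAid and SSIII 154, with 0 past the threshold in both. The main test at 1:40 was thus conservative, and its 0 genes do not show that levels were unchanged.

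The count of 293 genes depended on single enzymes. Leaving out SSIII left 1 gene past the threshold, MAT2A, leaving out RevertAid left 4 (EIF4G3, GPR50, MAT2A and MT-TC), and leaving out Maxima, MMLv, SSIV or SSII left 9, 47, 105 or 159. The median log2 odds over all genes, -0.51 in the main fit, changed less. It was -0.57, -0.55, -0.57 and -0.56 without Maxima, MMLv, SSIV and SSII, -0.45 without SSIII and -0.31 without RevertAid. Without both RevertAid and SSIII, a choice made after seeing the data, 4 genes passed (again EIF4G3, GPR50, MAT2A and MT-TC). Per enzyme, the median log2 odds changed by -1.42 in RevertAid and -0.74 in SSIII, and by -0.18 to -0.23 in the other 4. The trend over read number gave 627 genes and the fit without the enzyme block 74. Among the 365 genes with 200 or more reads in every library, 281 fell.

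**Figure D4:**
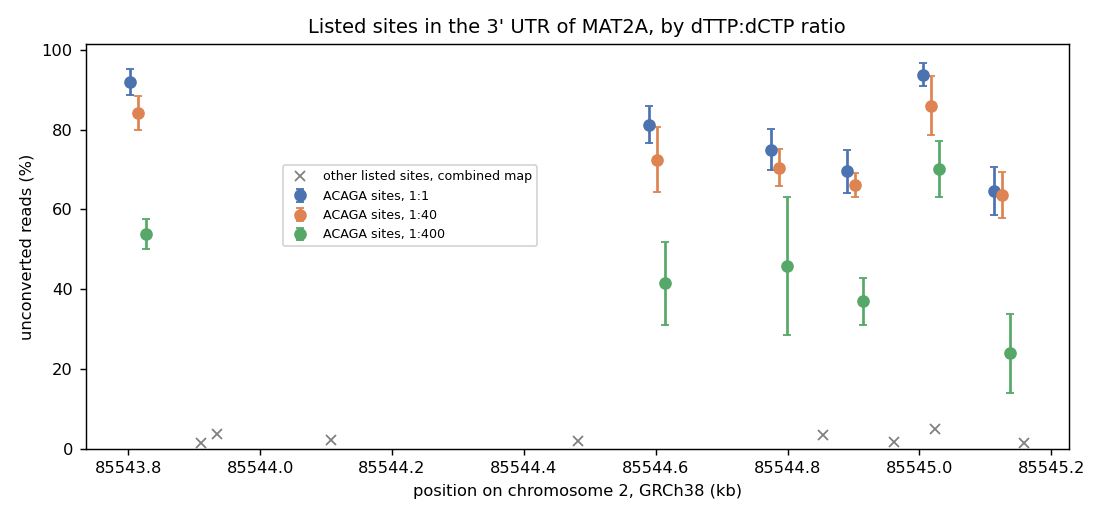
Level (percent) of the 6 ACAGA sites in the 3′ UTR of MAT2A by position on chromosome 2 at the 3 ratios (mean ± SD over up to 6 libraries), with crosses for other listed 3′ UTR sites of the combined map. The site at 85543815 goes from 92.0% at 1:1 over 84.3% to 53.9% at 1:400.

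Grouped by the fixed lists, the falls at 1:400 against 1:1 were spread over many functions. Of 20 measured ribosomal protein genes 1 fell (RPL13A, -0.93, adjusted p = 0.0477), and 12 adjusted over the list alone. Of 17 ZNF genes 4 fell (ZNF146 -0.98, ZNF703 -0.96, ZNF503 -0.78 and ZNF768 -0.71), and 8 adjusted over the list alone. Of 16 cell cycle genes 3 fell, the kinase PLK1 (-1.05) and the replicative helicase subunits MCM2 (-0.88) and MCM4 (-0.69), and 3 adjusted over the list alone. Of 20 chaperones and translation factors 2 fell, HSPA8 (-0.82) and HSPA4 (-0.76), and 9 adjusted over the list alone. Of 8 chromatin regulators 2 fell, the demethylase KDM1A (-0.81) and the DNA methyltransferase DNMT1 (-0.80), and 3 adjusted over the list alone. Of 5 glycolysis genes 2 fell, PGAM1 (-0.82) and PKM (-0.74), and 2 adjusted over the list alone. CNOT11 fell (-1.13, adjusted p = 0.0304) among 3 genes of the CCR4-NOT deadenylase, NORAD (-0.88) among 6 long noncoding RNAs and MAT2A among 3 of SAM synthesis, with 1, 2 and 2 adjusted over the list alone.

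None of the 10 immediate-early and stress factors passed over all genes, 9 adjusted over the list alone, and JUN, SOX4 and MYC changed by -0.73, -0.74 and -0.52. None passed among 13 cytoskeleton genes, 8 of oxidative phosphorylation, 3 readers, 2 writers and 1 demethylase, with 0 adjusted over the list alone in each, and RBM15 changed by -0.05. Other adenosine methyltransferases, mitochondrially encoded mRNAs, histones and markers of other tissues had 0 measured genes. Against other genes, 0 of 13 lists passed camera, where SAM synthesis had the lowest adjusted p of 0.0773 (adjusted p = 0.996 with an estimated correlation). Tested for a common direction by fry, which does not compare a list with other genes, SAM synthesis and glycolysis had an adjusted p of 0.00159 and 9 lists one of 0.0304, while readers (0.114) and long noncoding RNAs (0.0533) did not pass. After centring each library, fry kept SAM synthesis alone (adjusted p = 0.00535; 3 genes, median -0.09 but mean -0.60, with MAT2A at -1.72; camera with an estimated correlation, adjusted p = 0.245), glycolysis went to an adjusted p of 0.997 and the other 9 lists to 0.243 or more. With this centring, 0 genes of these lists other than MAT2A passed over all genes.

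The study chose RevertAid at 1:40 by comparing the signal at GAC motifs with the background noise at UAG motifs. Among the 6 enzymes at 1:40, RevertAid had the fewest UAG sites per 1000 GAC sites. It had 0.470 against 0.623 to 1.23 in the others (1 library each, not tested), while the 6 had 0 to 0.175 at 1:400. The levels of RevertAid at 1:40 lay below those of most libraries. Over shared GAC and AAC sites, the median difference to 26 other libraries ran from -4.24 to 11.0 percentage points, and RevertAid at 1:40 was lower than 24 of them and higher than 2. Levels correlated over sites with r from 0.830 to 0.969. Against RevertAid at 1:1, the median difference was -2.73 points over 30,602 sites, and 65 sites differed between the 2 libraries (Fisher's exact test per site, Benjamini-Hochberg), 64 of them lower at 1:40. Against Maxima at 1:40, it was -2.51 points over 33,114 sites, and 21 sites differed, 20 of them lower in RevertAid. Against SSIII at 1:40, whose median depth was 50 against 53 in RevertAid at 1:40, the median difference was -0.802 points. These tests compare the reads of libraries, not conditions, and sites had to be listed in both. A low level can be listed only at high depth, so the differences to shallower libraries also depend on which sites those libraries list.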

Values the study reported

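For HEK293T cells, with RevertAid at a ratio of 1:40, the study reported 282,281 m6A sites, of which 235,173 had a level above 5% and 180,056 a level above 10%. It counted 152,292 sites with the GAC motif and 76,475 with AAC, and put the UAG share at 0.054%. Weighted by level and coverage, AAC came to 28.1% of the m6A. For GGACT against CGACT, the study gave 34,261 and 30 sites, with levels of 38% and 7%.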

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

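The tests of the base after the adenosine and of low-level unconverted reads were chosen after the results they measure were seen.

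A CAU site outside any gene, at position 30667351 of chromosome 17, gave a signal that the comparisons did not use: 275 of 275 reads of the combined map were unconverted (Wilson 95% interval from 98.6%), above the 1.09% that a count of 0 would allow at this depth. It was listed in 5 libraries, WarmStart at 1:1 (39 reads) and 1:400 (104) and Bst2.0 at 1:1 (39), 1:40 (25) and 1:400 (21), at 100% in each. The 26,835 sites without a gene in the combined map also stood outside the comparisons of genes, with 54.8% GAC and a median level of 19.4% at a median depth of 43, against 52.3% and 13.3% at 173 for sites in genes. Of 17 groups of libraries tested for a value far from the others, 0 had one.

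MAT2A fell by 2.23 in log2 odds from 1:1 to 1:400. Its percentile of 0 among the 184 genes within 10 percentage points of its level at 1:1 follows from its choice as the gene that fell most, but these 184, not chosen for their fall, had a median of -0.59 (SD over genes 0.33, lowest -1.69), which argues against a high starting level as the sole explanation. Its 6 sites of high level are followed by G, and among sites of level 50% or more at 1:1 those followed by U changed by -0.196 more than those followed by C (SD 0.209, n = 6 enzymes, exact permutation p = 0.09375, lower in 5 of 6). Sites followed by A, 1 to 6 per enzyme and 0 in MAT2A, had a lower median than those followed by C in 6 of 6 enzymes (SSIII -2.40 against -0.97, not tested), so the base after the adenosine stays open, and it cannot be told apart from the gene since 0 such sites outside MAT2A were followed by G. The design names no biological difference between the libraries, so no biological explanation was tested.

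Processed pseudogenes had off-motif sites of high level, such as those of ACTG1P1 and ACTG1P3 at 96.1% and 94.4%. A candidate explanation is reads of the parent gene aligned to the pseudogene: at 17 of 37 such sites (45.9%, interval 31.0 to 61.6%, or 53.1%, interval 36.4 to 69.1%, of the 32 with a matching coding transcript), the match has GAC or AAC at the same place, ACTG1 in both examples, against 7.36% of 2,350 pseudogene sites with a level under 10%. The interval spans the value of over 50% that was set beforehand, so for these 37 sites the explanation stays open. At 11 of the 32, such as TUBB8P1 (68.4%), SLC25A51P3 (67.9%) and IPMKP1 (66.2%), the match has the same off-motif bases, and at 4 it has others. No biological explanation was tested.

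Off-motif calls made up a larger share of listed sites at 1:1. Deeper libraries at 1:1 would list more low levels. At GAC sites listed in both libraries, however, the 1:40 library of SSIII was 2.25 times as deep and that of RevertAid 2.13 times. Their off-motif shares still differed by -7.395 and -13.5 percentage points. In RevertAid the number of off-motif sites also fell, from 12,535 to 9,735, which argues against depth in this enzyme. In SSIII this number rose from 7,508 to 10,334 while GAC sites rose from 18,800 to 44,973. The share in SSIII therefore does not decide about depth. Low-level unconverted reads above the error rate of 0.01 in the authors' p-value remain a candidate explanation: at sites of level 20% or more, the difference was -0.375 percentage points instead of -11.8. No biological explanation was tested, since all libraries came from the same cell line.

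Swapping the ratios within enzymes gives 32 splits of the libraries. At 1:400 against 1:1, 1 of 32 splits, the real one, gave as many as 293 genes, and the highest other gave 2, so chance can be excluded for this count. At 1:400 against 1:40, the real count of 1 gene was reached in 1 of 32 splits (highest other 0), which excludes chance by the limit of 5% set beforehand, but only by 1 gene. At 1:40 against 1:1 the real count was 0, which 32 of 32 splits reached. After centring each library, the real count of 2 at 1:400 against 1:1 was reached in 3 of 32 splits (highest other 2), so chance is not excluded for that count, and the real count of 3 at 1:400 against 1:40 in 1 of 32 (highest other 1).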

How the results depend on the processing

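The alternatives with p under 1e-04 and depth over 20, with sites in genes, with the highest level per gene at depth 50 and level 20%, and without RevertAid and SSIII were chosen after the data were seen. Results of the comparisons that lost or gained a call, reversed, left their interval or moved by over 1.5 times are given here, and the cause was not tested unless stated. The GAC share went from 52.5% to 51.4% at depth 50 or more, 57.6% at p of 1e-06 or less, 59.8% at level 10% or more, 55.1% at p under 1e-04 with depth over 20, and 52.3% for sites with a gene, and the AAC share from 29.7% to 30.1%, 30.2%, 29.4% and 30.2% under the first 4 of these. UAG sites per 1000 GAC sites went from 1.5 to 1.03, 0.475, 1.13, 0.78 and 1.18 under the 5. AAC made up 29.3%, 29.3%, 28.8% and 29.3% of unconverted reads under the first 4 and 29.3% without mitochondrial sites. At level 10% or more 210,093 sites remained. GGACU minus CGACU came to 18.7 points with reads pooled over sites and 22.1 at level 10% or more. The share of genes with a highest level above 50% came to 42.9% at depth 50 or more and 61.3% over genes with 3 or more sites, and boundaries of 40% and 60% gave 48.7% and 36.1% by construction. The correlation of level and depth reversed to rho 0.0792 at level 20% and depth 50 or more, and to 0.120 for the highest level per gene at the same depth and level, while the highest level per gene without these limits gave -0.125. Ribosomal protein genes reversed from percentile 99.5 to 0.615 of sites per gene at level 10% or more. Other list calls ended at that level for the level of writers (percentile 76.9) and the sites of readers (87.1), histones (9.63), chaperones (82.9) and cytoskeleton (51.9), with GAC sites alone for the level of writers (96.3) and the sites of ribosomal proteins (16.3) and histones (5.01), and without matching on depth for the level of writers (91.5) and the sites of oxidative phosphorylation (13.7) and mitochondrial mRNAs (10.0). Calls were gained with GAC sites alone for the level of histones (0.08) and long noncoding RNAs (97.6) and the sites of cell cycle (98.7), and without matching for the level of cell cycle (2.23), glycolysis (0), chaperones (0) and cytoskeleton (0.07) and the sites of CCR4-NOT (99.3) and cell cycle (99.7).

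With 1 enzyme left out, 5 pairs cannot give an exact p under 0.0625, which by construction ended every call on levels and off-motif calls, while the direction held. The level differences then ranged from -1.24 to -0.766 (1:40 minus 1:1), from -5.44 to -2.99 (1:400 minus 1:1) and from -4.03 to -2.07 points (1:400 minus 1:40). Off-motif shares ranged from -12.7 to -11.4, from -16.0 to -14.3 and from -3.66 to -2.83 points, and UAG sites per 1000 GAC sites from -6.09 to -5.31, from -6.83 to -6.17 and from -0.856 to -0.737. At sites of level 50% or more in the combined map, the level difference of 1:40 minus 1:1 was -0.939 (exact permutation p = 0.0625). At level 20% or more, UAG differences were -0.154, -0.187 and -0.0329 and off-motif shares differed by -0.375, -1.53 and -1.16 points. At depth 50 or more, off-motif shares differed by -18.8 (1:40 minus 1:1) and -22.9 points (1:400 minus 1:1) and UAG sites by -10.1 and -10.7. With reads pooled over shared sites, the level differences were -1.85, -7.27 and -5.50 points, and at sites of level 50% or more those with 1:400 were -7.41 and -6.41. At depth 50 or more in both libraries, RevertAid at 1:40 differed by -1.80 points from Maxima at 1:40 and by -2.07 from RevertAid at 1:1, with 0.187% and 0.734% of sites past Fisher's exact test, and AAC sites alone gave 0.0987% and 0.303%. For other libraries at this depth, only examples are given. The differences to HIV at 1:400, WarmStart at 1:1 and Maxima at 1:400 went from -3.37, -2.83 and -1.10 points to -0.626, -1.52 and -0.614. Those to SSIII and RevertAid at 1:400 went from 4.37 and 11.0 to 3.84 and 9.78.

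Genes past the threshold at 1:400 against 1:1 numbered 281 of the 365 with 200 or more reads per library, 371 on the unconverted fraction (370 fallen and 1 risen, RNF11, by 0.0917, limma adjusted p = 0.04996), 2 after centring, 627 with a trend, 74 without the enzyme block, 1 to 159 with 1 enzyme left out, 4 without RevertAid and SSIII, and 1 without both after centring. At 1:400 against 1:40 they numbered 0 with 200 or more reads per library (365 genes tested, from which the limit removes MAT2A), 3 after centring (MAT2A and MT-TC fallen, GTF2H3 risen), 2 with a trend, and 0 without RevertAid and SSIII after centring. At 1:40 against 1:1 they stayed at 0 under every alternative. Of 137 alternative values with a test, 72 kept direction and side of the threshold, 61 were weaker, 2 stronger and 2 reversed, and of 102 list percentiles 81, 11, 9 and 1. Of 168 values without a test 121 stayed within their interval and 47 moved, and of 117 counts 41 stayed within 1.5 times and 76 did not. Depth limits the libraries: a minimum of 50 left a median of 39.7% of the sites of a library, and a level of 20% left 51.6%. No paired analysis by replicate number was possible because each condition had 1 library. The enzyme was the pair.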

Other observations

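All tests in this part except that of exon junctions were chosen after the values were seen. Mitochondrial RNA held 186 listed sites with a median level of 2.41%, and 14 were at 10% or more. Of these, 6 were the adenosine directly after the anticodon of a mitochondrial tRNA, in MT-TC (73.9%), MT-TS1 (55.9%), MT-TW (34.4%), MT-TK (31.5%), MT-TN (12.8%) and MT-TY (12.4%). Over 21 such tRNAs, 10 of 17 adenosines after the anticodon were listed (58.8%) against 11 of 443 other adenosines (2.48%; Fisher's exact test, p = 5.53e-11), so a modified adenosine at this place, which may be a kind other than m6A, is a candidate explanation. Most of the other listed sites were at base 9, where MT-TV was highest at 9.22% and MT-TP had 7.32%. In mitochondrial rRNA, MT-RNR2 had 26.8% at base 947 and MT-RNR1 14.4% at base 937.

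Copies of the gene for U2, a spliceosomal RNA, had a listed site at base 30 in 32 genes, with levels of 9.43 to 50% (median 27.0%) and 25.4% of 1,611 reads pooled. At the first base of transcripts, 14 of 6,782 adenosines were listed (0.206%, median level 26.5%), against 30 of 39,646 off-motif adenosines at bases 2 to 20 (0.0757%; Fisher's exact test, p = 0.00396). A cap-adjacent modified adenosine is a candidate explanation, but only these 14 sites were listed. GAC and AAC were left out at bases 2 to 20 alone, so the test does not separate position from motif.

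GAC sites of coding sequence were sparse near exon junctions. Within 100 nt of a junction, 13.5% of GAC trinucleotides were listed (14,689 of 108,907) against 50.7% farther away (34,599 of 68,223), a mean difference over 4,308 genes of -35.1 percentage points (SE 0.446, lower near junctions in 3,774 genes or 87.6%; sign-flip permutation test, p = 1e-05, the smallest it can give). Listed sites near junctions had a median level of 8.05% against 29.8% farther away. Exclusion of m6A near junctions is a hypothesis, and the depth of unlisted GAC trinucleotides was not measured, so low coverage near junctions is not excluded.

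MAT2A stood apart from other genes in motif. Its 3′ UTR had 6 ACAGA sites, at 85543815 (79.0%), 85544602 (65.3%), 85544787 (66.4%), 85544902 (59.1%), 85545017 (85.3%) and 85545125 (55.5%) of chromosome 2, while its GAC and AAC sites did not exceed 9.47%. All 6 lie in UACAGA followed by a purine and AA. That the 9-base sequence alone is enough could explain such levels, but 0 of 421 occurrences in other transcripts with a listed site of depth 100 or more within 100 nt were listed at 20% or more (upper limit 0.904%), which argues against that. A further 949 occurrences lacked such a site nearby and were not tested.

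The CGACU motif had 2,139 sites with a mean level of 15.1% here. Both are higher than the values quoted from the study above. The study gave its values for another condition, while the map here pools all enzymes and ratios. GGACU, however, had 35,694 sites with a mean level of 38.2% here, close to the study's values for GGACT. This argues against condition and pooling as the sole explanation of the gap at CGACU. The CGACG motif had 30 sites with a mean level of 7.47% here. That number of sites equals the study's count for CGACT, and the level is close to the study's level for it. Whether the study's values for CGACT refer to CGACG was not tested.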
